A study of Mus musculus with 8 samples. Its data were reported in "Statin-mediated reduction in mitochondrial cholesterol primes an anti-inflammatory response in macrophages by upregulating Jmjd3" (2024).

How the data were processed

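RNA-seq was performed on RAW macrophages, an established mouse macrophage-like cell line, in 4 groups of 2 libraries each. Cells were untreated (ctl), treated with methyl-β-cyclodextrin (MCD, a ring sugar that draws cholesterol out of membranes; 5 mM for 1 h), treated with lipopolysaccharide (LPS, a bacterial ligand of TLR4; 100 ng/ml for 3 h) and treated with both (MCD-LPS). By the study's methods, cells were washed after MCD and then given LPS for a further 3 h. MCD was therefore not present during LPS, and MCD under LPS here means MCD given before LPS. The MCD libraries were read at the end of MCD, and the MCD-LPS libraries after the LPS that followed. Groups and replicate numbers came from the sample labels. Ribosomal RNA was removed with Ribo-Zero and libraries were made with a KAPA stranded kit. Whether counting used the strand is not given in the sources used here, so reads of a gene and of its antisense partner cannot be told apart.

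The authors deposited 10 tables, 5 of them with 24421 genes each and 5 with the genes called in these. Per the labels, the submitters' processing notes name STAR 2.5.3, HTSeq 0.9.1 and DESeq2 1.18.1, and the build mm10. The methods of the study name another quantifier and a later release of DESeq2 for the authors' comparisons. Which of these made the tables is not settled. The values per library are a signal that the authors made by dividing gene counts by a size factor per library, within each table separately; the mean signal per gene is also deposited. The authors' deposited log2 fold changes and standard errors came from DESeq2, the deposited score is the Wald statistic (log2 fold change over its standard error), and the deposited p-values are Wald p-values with their Benjamini-Hochberg adjusted values. Each of the 5 tables of called genes held the genes at adjusted p under 0.05. Another 12 columns of values per library, of libraries that are not among the 8 samples, were not used, except that the direction of the marrow table was checked against them once, outside the scripts. The tables hold 2 sets of untreated and LPS-treated RAW libraries, and the labels do not settle which set the ctl and LPS samples are. They were taken to be those that share tables with the MCD libraries, which is an inference. The comparisons of the other libraries (a separate set of untreated and LPS-treated RAW cells, statin-treated RAW cells without and with LPS, and LPS-treated bone marrow-derived macrophages with and without acetylated LDL) were read from the authors' deposited tables only.

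The values per library were whole multiples of 1 step in 100% of cases, within 0.01, so the reads in genes per library could be summed. They were 44037920 and 43782805 for ctl, 48436956 and 46019635 for MCD, 42955910 and 38645458 for LPS, and 40772355 and 40171394 for MCD-LPS. A count of 0 allows a level of up to 0.0619 to 0.0776 CPM (3 counts), which covers counting error only, since PCR reads without molecular identifiers are not independent molecules. No gene of the mitochondrial genome was among the symbols, so mt- members of the lists were not analysed here.

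Genes with a value of at least 10 in 2 or more libraries of a table were kept, 11777 for MCD and ctl and 11976 for LPS and MCD-LPS. The values are normalized and not raw counts, so the case of the design for normalized values was used: limma 3.58.1 in R 4.3.3, with trend, on log2(value + 1), with all 8 libraries sharing 1 estimate of the spread and no replicate block. Fold changes are on this scale, which understates the change of low genes. Contrasts were taken only within a table (MCD against ctl, MCD-LPS against LPS, and the difference of these), because the tables were normalized separately. For LPS against ctl, a test per library would have crossed tables. The authors' deposited table of the separate untreated and LPS-treated RAW libraries was used there, with the authors' Wald test. Tests were two-sided, and p-values were adjusted by Benjamini-Hochberg and read at 0.05. Nothing in the labels says that the 2 libraries of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical. Levels of genes in CPM are per group and scaled to the sum over genes. They were worked out from the authors' deposited means and fold changes, for the 8 samples as for the separate libraries.

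The test was run on simulated data with 200 genes changed by known folds. For MCD against ctl (11723 genes) it called 79.1% of genes changed by 1.5-fold, 91.0% by 2-fold and 97.0% by 4-fold, with 16 false calls among 194. For MCD-LPS against LPS (11880 genes) it called 80.6%, 89.6% and 92.4%, with 6 false calls among 181. The simulation gave all groups the same spread per gene. In the data the SD of the log2 ratio of the 2 replicates ran from 0.0948 for MCD to 0.179 for LPS. The simulated shares and false calls may therefore not hold for the data.

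Before the data were examined, 21 gene lists were fixed: NF-κB feedback genes, proinflammatory cytokines, chemokines, immediate-early genes, signal feedback genes, CREB targets, cholesterol synthesis (with other SREBP2 targets), LXR targets, interferon response, anti-inflammatory genes, JmjC demethylases, ATP synthase, respiratory chain, glycolysis and HIF-1 targets, ER stress, heat shock, NRF2 targets, TLR4 pathway, cell cycle, macrophage identity, and markers of other cell types (fibroblasts, epithelia, T cells, B cells and endothelium). The lists were written with the study at hand and overlap in part with the genes it listed as induced by MCD from these libraries, so they are not independent evidence of direction. Lists were tested with limma's camera (preset correlation 0.01) on genes with a mean of at least 10, with cameraPR for the authors' table, and adjusted over the lists and the 3 comparisons. The lists' difference was adjusted separately. An estimated correlation was tried where values per library exist. The rule for named genes was also fixed: 14 genes whatever they showed (among them Kdm6b, Kdm6a, Tnf, Il1b, Il6, Il12b, Il10, Arg1, Chil3, Mrc1, Cyp27a1, Hmgcs1 and Abca1; 1 is not reported here), the 8 highest and 8 lowest called log2 fold changes per comparison with a mean of at least 50, and up to 4 called members per list.

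Overlaps used Fisher's exact test. Alternatives were the adjusted p threshold, a minimum fold, filters, pseudocounts of 0.5 and 5, centring on the median gene, the 4 compared libraries alone, each library left out in turn, a replicate block, the authors' deposited tables, and for lists fgsea 1.28.0, another preset correlation, another statistic and another background. Coordinates are from GENCODE M21 on GRCm38 (mm10), matched by symbol for 53 of the 54 genes named by the fixed rule or by size. Figures were drawn with matplotlib 3.10.9.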

Results

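RNA-seq was performed on RAW macrophages, a mouse macrophage-like cell line, at rest (ctl), after MCD, after LPS and after both (MCD-LPS), with 2 libraries per group and 38645458 to 48436956 reads in genes per library. The SD of the log2 ratio of the 2 replicates was 0.0961 for ctl, 0.0948 for MCD, 0.179 for LPS and 0.124 for MCD-LPS over genes. LPS replicate 2 held more Tnf than LPS replicate 1 (65913 against 28604 normalized counts), more Egr1 (58775 against 27715) and more Arc (5119 against 1071). The first principal component, with 86.8% of the variance, separated the ctl and MCD libraries from the LPS and MCD-LPS libraries, whose tables were normalized separately.

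**Figure D1:**
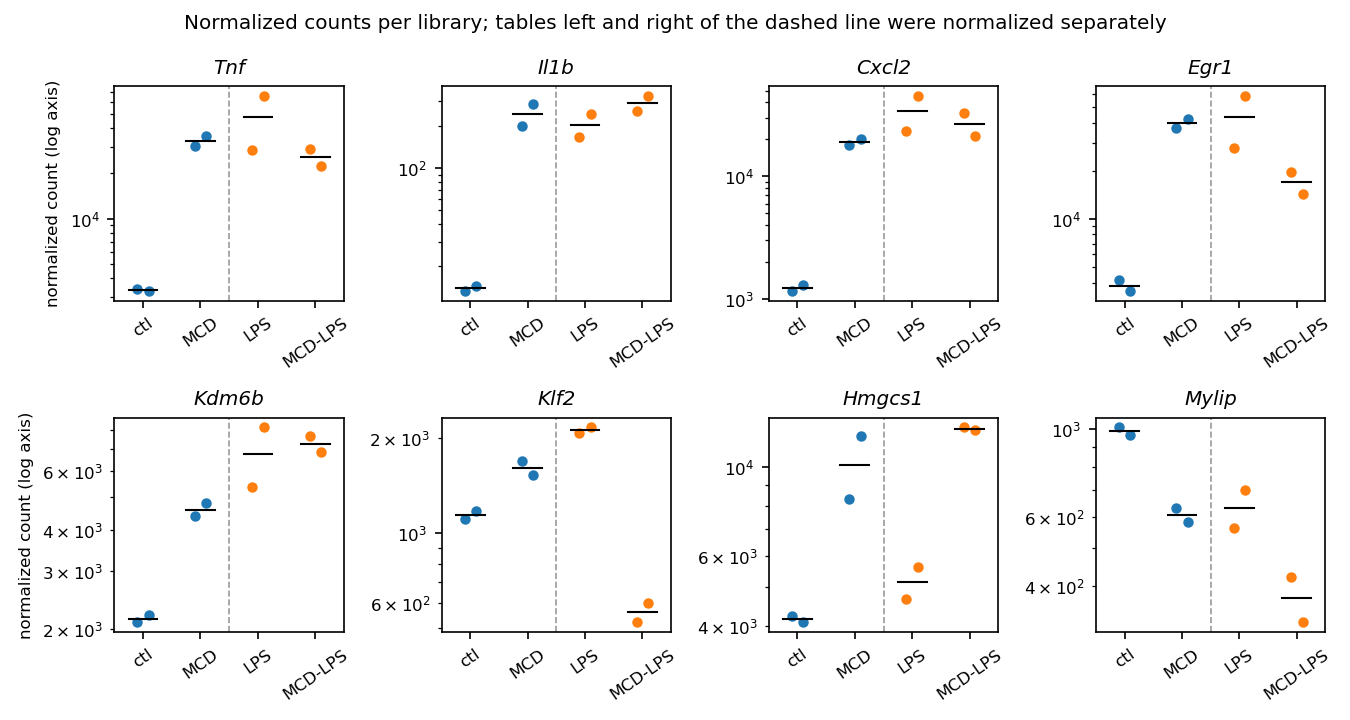
Normalized counts (log axis) of 8 genes in each library, with the group mean as a bar; the dashed line parts the tables that were normalized separately. The 2 LPS libraries stand apart for Tnf, Cxcl2 and Egr1, while Klf2, Mylip and Hmgcs1 differ between MCD-LPS and LPS libraries with no overlap.

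The first comparison asked whether acute removal of cholesterol changes gene expression in resting macrophages, and whether it upregulates Jmjd3, the H3K27me3 demethylase encoded by Kdm6b. Kdm6b was upregulated 2.13-fold by MCD (log2 fold change 1.09, SE 0.15, limma adjusted p = 0.0072), from 2154 ± 82.1 to 4594 ± 284 normalized counts (SD, n = 2). The proinflammatory cytokine genes Il1b and Tnf were upregulated 16.0-fold (SE of the log2 fold change 0.22) and 9.86-fold (3.30, SE 0.29, n = 2 per group), and the neutrophil chemokine gene Cxcl2 15.6-fold. The early-response genes that rose included the transcription factor gene Egr1 (3.37, SE 0.28), the synaptic immediate-early gene Arc (3.01, SE 0.53) and Ier3 (2.89, SE 0.23). Hmgcs1, which encodes an early enzyme of cholesterol synthesis, was 2.39-fold higher (1.26, SE 0.14).

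Of 11777 genes tested, 127 were higher and 4 lower with MCD (limma, Benjamini-Hochberg adjusted), and 1262 had an unadjusted p under 0.05. A fit of only the 4 libraries compared gave 450 and 115, and the authors' deposited table gave 274 and 46. At a log2 fold change of at least 1, 50 genes were higher and 0 lower, against 51 higher and 0 lower in the authors' deposited table. The genes with the highest changes were Il1b, Cxcl2, Egr1, Tnf, Nfkbiz (3.26), Arc, Ier3 and Zfp36 (2.85). The genes called lower were Mylip (−0.70), which encodes a ubiquitin ligase and is an LXR target, Lhfpl2 (−0.40), Txnip (−0.31) and the pseudogene Hmga2-ps1 (−0.42), which the rule did not name and which was added after its values were seen. In mm10, Kdm6b lies on chromosome 11 at 69398508 to 69413675 and Tnf on chromosome 17 at 35199381 to 35202007. Il1b lies on chromosome 2 at 129364570 to 129371139, Egr1 on chromosome 18 at 34859823 to 34864984 and Hmgcs1 on chromosome 13 at 119690379 to 119708260, all protein-coding. Il12b and Chil3 were listed at 0 in all 8 libraries, Arg1 reached at most 2.09 normalized counts, and so did Il6. Il10 was at 5.18 ± 2.96 in ctl and 13.6 ± 3.25 in MCD libraries (adjusted p = 0.516). Kdm6a (0.20), Mrc1 (−0.35), Cyp27a1 (0.01) and Abca1 (0.05) did not pass the test. The count of higher genes fell to 28 without ctl replicate 1, 27 without ctl replicate 2, 68 without MCD replicate 1 and 46 without MCD replicate 2, with 0 lower genes in each case. It rose to 279 without LPS replicate 1 and 278 without LPS replicate 2, with 29 lower genes in both. Of 38 named genes, 12 kept their call without each library in turn. Kdm6b lost its call without ctl replicate 1 (log2 fold change 1.05), ctl replicate 2 (1.13) and MCD replicate 2 (1.03). It kept its call without each of the other libraries, and was at 1.09 in the authors' deposited table (Wald adjusted p = 9.77e-62). Hmgcs1 lost its call without ctl replicate 1 (1.28) and ctl replicate 2 (1.23).

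Some of the lists tested here overlap with genes that the study listed as MCD-induced from these libraries, so their direction is not independent evidence. Of 18 NF-κB feedback genes, which encode inhibitors and subunits of that pathway, 9 rose and 9 did not pass (16 rose adjusted over the list alone), with Tnfaip3 at 2.59, Nfkbid at 1.67 and Nfkbia, which encodes the inhibitor IκBα, at 1.59 (camera adjusted p = 3.19e-24, and adjusted p = 0.177 with an estimated correlation). Of 25 immediate-early genes, 13 rose and 12 did not pass (21 rose adjusted over the list alone), including Egr2 at 2.33 (camera adjusted p = 1.07e-30, and adjusted p = 0.177 with an estimated correlation). Signal feedback genes rose in 9 of 17 cases (14 adjusted over the list alone), among them the phosphatase genes Dusp2 (2.62), Dusp1 (1.97) and Dusp5 (1.91; camera adjusted p = 5.11e-23, and adjusted p = 0.177 with an estimated correlation). Proinflammatory cytokine genes rose in 7 of 11 cases (9 adjusted over the list alone), including Lif (2.78) and Osm (1.43; camera adjusted p = 3.60e-17, and adjusted p = 0.177 with an estimated correlation). CREB targets rose in 5 of 12 cases (8 rose and 1 fell adjusted over the list alone), with the phosphodiesterase gene Pde4b at 1.91, the nuclear receptor gene Nr4a1 at 1.58 and Per1 at 0.25 (camera adjusted p = 5.61e-09, and adjusted p = 0.177 with an estimated correlation). Chemokine genes rose in 4 of 10 cases (6 adjusted over the list alone), with Cxcl10 at 1.28, Ccl4 at 1.12 and Ccl3 at 1.02 (camera adjusted p = 7.08e-10, and adjusted p = 0.338 with an estimated correlation).

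Cholesterol synthesis genes rose in 6 of 23 cases, with 17 that did not pass (14 rose adjusted over the list alone), including Insig1 (1.02) and Hsd17b7 (0.61; camera adjusted p = 2.72e-13, and adjusted p = 0.338 with an estimated correlation). Among 24 JmjC genes Kdm6b alone passed (4 rose adjusted over the list alone; camera adjusted p = 0.000378, and adjusted p = 0.297 with an estimated correlation). Of 19 glycolysis and HIF-1 target genes, Vegfa (0.53), a growth factor gene, and Slc2a1 (0.21), a glucose transporter gene, rose, as they did adjusted over the list alone (camera adjusted p = 0.00824, and adjusted p = 0.722 with an estimated correlation). No single member of the ATP synthase list (16 genes, median −0.10) or of the respiratory chain list (26 genes, median −0.09) passed, also adjusted over the list alone. Both lists tested lower (camera adjusted p = 1.07e-07 and 6.23e-08, and adjusted p = 0.565 with an estimated correlation for both). Neither list was called lower with log2 fold change as the statistic. The other lists did not pass. LXR targets had 1 rise (Fasn, 0.29) and 1 fall (Mylip) among 12 (1 and 2 adjusted over the list alone; camera adjusted p = 0.624). Interferon response genes had 0 of 20 changed (0.196), anti-inflammatory genes 1 of 8 (Il10ra, 0.60; 0.348), ER stress genes 1 of 14 (Ppp1r15a, 1.88; 0.227), heat-shock genes 0 of 8 (0.624), and NRF2 targets 0 of 10 (0.484), where the last value in each case is the camera adjusted p. There was 1 rise among 17 TLR4 pathway genes (Irak2, 0.38; 0.241), and none among 20 cell cycle genes (0.661) and 14 macrophage identity genes (0.404). Adjusted over the list alone, 2 ER stress genes, 1 heat-shock gene and 1 NRF2 target rose, and the other counts of these lists stayed the same. For ER stress the median was below 0 while the mean and the test were above. Markers of other cell types were not expressed at a level that could be tested.

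**Figure D2:**
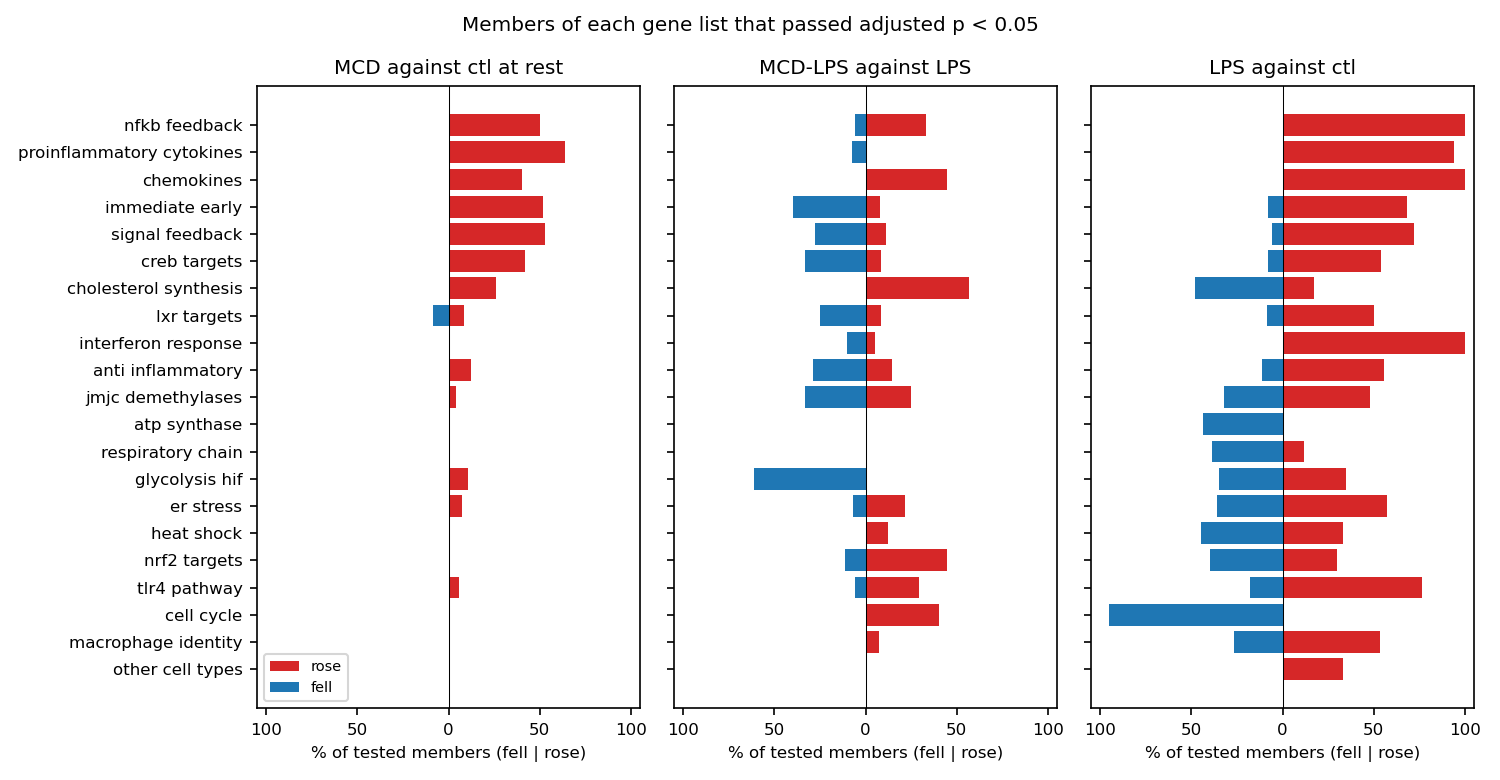
Share of the tested members of each gene list that rose (red) or fell (blue) at adjusted p under 0.05 (x axis, in %), for MCD against ctl, MCD-LPS against LPS (both limma) and LPS against ctl (the authors' deposited table). NF-κB feedback genes rose in 9 of 18 cases with MCD at rest and in 18 of 18 with LPS.

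The next comparison asked whether MCD, washed out before LPS, changes the response of macrophages to LPS. Kdm6b did not differ between MCD-LPS and LPS libraries beyond the spread (log2 fold change 0.13, SE 0.15, adjusted p = 0.578), at 7253 ± 585 against 6762 ± 1956 normalized counts (SD, n = 2). Neither did Tnf (−0.76, adjusted p = 0.086) or Il1b (0.52, adjusted p = 0.118). Lower with MCD-LPS were the early-response genes Klf2 (−1.92, SE 0.08; 562 ± 55.8 against 2128 ± 57.5 normalized counts, SD, n = 2), Fos (−1.36, SE 0.20), Egr1 (−1.26, SE 0.28) and Dusp1 (−1.15, SE 0.10). Hmgcs1 was upregulated 2.42-fold (1.28, SE 0.14). Among glycolysis and HIF-1 target genes, Vegfa (−1.14), the hexokinase gene Hk2 (−1.04) and Pfkfb3 (−0.98) fell.

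Of 11976 genes, 1546 were higher and 1550 lower with MCD-LPS than with LPS (limma). A fit of only the 4 libraries compared gave 819 and 972, and the authors' deposited table gave 817 and 840. At a log2 fold change of at least 1, 37 were higher and 81 lower, against 16 and 62 in the authors' deposited table. The highest were Phtf1os (1.63), Edn1, the endothelin-1 gene (1.52), Bcl6b (2.84-fold), Mtmr7 (1.38), Hmgcs1, Mir24-2 (1.26), Zfp558 (1.25) and Ccl2, a monocyte chemokine gene (1.25). Phtf1os is an antisense gene (chromosome 3, 103964536 to 103968581) and Mir24-2 a microRNA gene of 107 bp (chromosome 8, 84208815 to 84208921), so both values are uncertain, since reads of the partner or host transcript cannot be told apart. The lowest were Klf2, Efna1 (−1.70), Pwwp2b (−1.70), Frs3 (−1.48), Bcar1 (−1.38), Ppp1r15a (−1.37), the retinoic acid receptor gene Rara (−1.37) and Bcl11b (−1.36). Kdm6a was slightly higher (0.29), while Mrc1 (0.24), Cyp27a1 (−0.16) and Abca1 (0.05) did not pass, and Il6, Il12b, Il10, Arg1 and Chil3 were too low to test. The count was 907 higher and 1017 lower without MCD-LPS replicate 1, and 889 and 921 without MCD-LPS replicate 2. Of 74 named genes, 40 kept their call without each library in turn, and those that lost it included Edn1, Mtmr7, Mir24-2 and Bcl11b. Kdm6b passed without LPS replicate 2 (0.43, adjusted p = 0.00163) and not without LPS replicate 1 (−0.17, adjusted p = 0.122). Tnf passed without LPS replicate 1 (−1.37, adjusted p = 0.000126) and not without LPS replicate 2 (−0.16, adjusted p = 0.372). Il1b passed without LPS replicate 2 (0.80, adjusted p = 0.0271) and not without LPS replicate 1 (0.25, adjusted p = 0.475). Egr1 was at −0.72 without LPS replicate 2 and lost its call without MCD-LPS replicate 2 (−1.03, adjusted p = 0.0775).

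The LPS libraries held some LPS-induced genes at low levels: Il6 was at 0.0449 CPM and Rsad2, an interferon-induced gene, at 17.3, against 346 and 15714 in the separate LPS-treated RAW libraries of the authors' deposited table, a level set across tables normalized separately. Cholesterol synthesis genes rose in 13 of 23 cases, as they did adjusted over the list alone, with Insig1 at 0.87, Sc5d at 0.75 and Hsd17b7 at 0.74 (camera adjusted p = 1.86e-07, and adjusted p = 0.565 with an estimated correlation). Glycolysis and HIF-1 target genes fell in 11 of 18 cases (14 adjusted over the list alone), including Bnip3 at −0.27 (camera adjusted p = 2.93e-07, and adjusted p = 0.565 with an estimated correlation). Immediate-early genes fell in 10 of 25 cases and rose in 2 (12 and 3 adjusted over the list alone), with Myc higher at 1.20 (camera adjusted p = 0.00937, and adjusted p = 0.722 with an estimated correlation). Cell cycle genes rose in 8 of 20 cases (11 adjusted over the list alone), including Ccnb1 at 0.36 and Tyms at 0.36 (camera adjusted p = 0.00122, and adjusted p = 0.722 with an estimated correlation). The calls of the immediate-early and cell cycle lists were lost without LPS replicate 2 (adjusted p = 0.31 and 0.231), where the NF-κB feedback and chemokine lists passed as higher (3.20e-05 and 0.00123).

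With all libraries the other lists did not pass, and their counts under MCD-LPS went both ways. NF-κB feedback genes rose in 6 of 18 cases and fell in 1, with Rel at 0.83, Zc3h12a at 0.60 and Relb at 0.56 (camera adjusted p = 0.092). Chemokine genes rose in 4 of 9 cases, with Ccl9 at 0.53 and Ccl3 at 0.50 (0.0871), and of 13 cytokine genes Osm fell (−0.73; 0.52). Signal feedback genes had 2 rises and 5 falls among 18, with Dusp16 at 0.75, Zfp36 lower by 1.99-fold and Dusp10 at −0.82 (0.52), and CREB targets 1 rise (Rgs2, 0.94) and 4 falls (with Fosb at −0.77) among 12 (0.328). NRF2 targets had 4 rises and 1 fall among 9, with the cystine transporter gene Slc7a11 at 0.54 (0.0527), and JmjC genes 6 rises and 8 falls among 24, with Kdm8 at 0.54 and Kdm5b at −0.87 (0.239). TLR4 pathway genes had 5 rises and 1 fall among 17, the fall being Ticam2, which encodes the adaptor TRAM (−1.25; 0.526). LXR targets had 1 rise and 3 falls among 12, with Mylip at −0.76 and Abcg1 at −0.35 (0.484), interferon response genes 1 rise and 2 falls among 20, with Stat2 at −0.50 (0.902), and anti-inflammatory genes 1 rise and 2 falls among 7, with Il10ra at −0.64 (0.52). ER stress genes had 3 rises, with Asns at 0.65, and 1 fall among 14 (0.833), and heat-shock genes 1 rise (Bag3, 0.21) among 8 (0.861). Macrophage identity genes had 1 rise (Spi1, 0.19) among 14 (0.861), and ATP synthase and respiratory chain genes 0 of 16 (0.382) and 0 of 26 (0.334). Adjusted over the list alone, the rises and falls were 5 and 0 for chemokines, 2 and 6 for signal feedback, 2 and 5 for CREB targets and 2 and 3 for LXR targets. They were 0 and 1 for interferon response, 1 and 3 for anti-inflammatory, 7 and 11 for JmjC and 0 and 0 for heat-shock genes, with the same counts as above for the rest of these lists. The median differed in sign from the mean or the test for the anti-inflammatory, ER stress, TLR4 pathway and macrophage identity lists.

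Whether the effect of MCD itself differed with LPS was tested as the difference of the 2 effects. The effects come from separate tables of libraries, so the difference also holds any difference of culture or run between them. The MCD-LPS libraries were read later after MCD than the MCD libraries, so the difference holds that time as well. Early-response and cytokine genes with a lower MCD effect under LPS had a difference of −4.63 (SE 0.39) for Egr1, −4.26 (SE 0.38) for Cxcl2, −4.07 (SE 0.42) for Tnf and −3.48 (SE 0.32) for Il1b (n = 2 per group). Kdm6b had a difference of −0.96 (SE 0.21, limma adjusted p = 0.0153). For the cholesterol genes Hmgcs1 and Insig1 the differences of 0.02 (SE 0.20) and −0.16 (adjusted p = 0.571) did not pass. Of 11545 genes tested in both tables, 833 had a higher and 1153 a lower MCD effect under LPS. Of the 127 genes called higher with MCD at rest, 98 were among those with a lower effect, a share that choosing genes by their rise itself favors. Of the 127, 46 were called lower and 19 higher with MCD under LPS. The counts of higher and lower differences were 310 and 671 without ctl replicate 1, 303 and 589 without ctl replicate 2, 240 and 552 without MCD replicate 1, and 330 and 665 without MCD replicate 2. They were 1302 and 1369 without LPS replicate 2, 518 and 871 without MCD-LPS replicate 1, and 423 and 729 without MCD-LPS replicate 2.

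**Figure D3:**
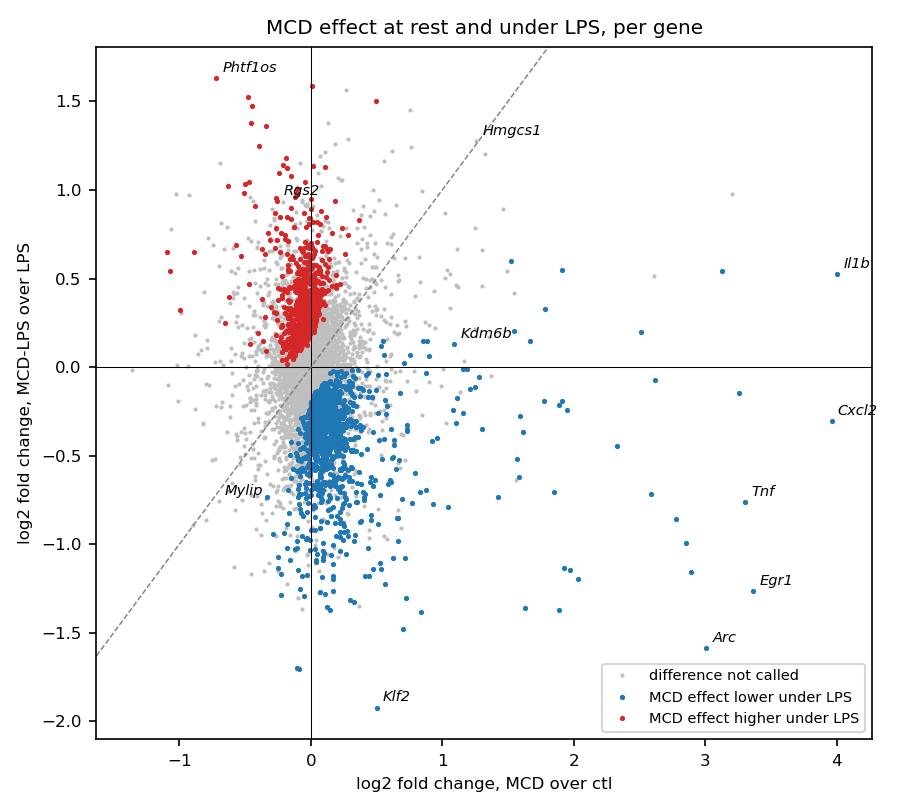
Log2 fold change of each gene with MCD at rest (x axis) and with MCD under LPS (y axis), limma; colours mark genes whose 2 effects differed at adjusted p under 0.05, and the dashed line marks equal effects. Egr1 lies at 3.37 and −1.26, Klf2 at 0.50 and −1.92, and Hmgcs1, near the dashed line, at 1.26 and 1.28.

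The response to LPS itself was read from the authors' deposited table of separate untreated and LPS-treated RAW libraries, as the scale for the MCD effect. There, LPS upregulated Kdm6b 15.4-fold (log2 fold change 3.94, SE 0.14), Tnf 196-fold (7.61, SE 0.10) and Il1b 906-fold (9.82, SE 0.12), and the interleukin gene Il6 888-fold (9.79, SE 0.22) in the authors' deposited table. Cell cycle genes fell, including Ccna2 (−5.11, SE 0.18) and Plk1 (−4.59, SE 0.22) in the authors' deposited table. The cholesterol efflux gene Abca1 rose by 3.86 in the authors' deposited table, while Hmgcs1 (0.07), Kdm6a (−0.26) and Mrc1 (−0.04) did not pass. In the 8 samples, across tables normalized separately, Abca1 went the other way, at 10.5 CPM in LPS against 34.0 in ctl libraries. Tnf and Kdm6b were higher in the LPS libraries there too.

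Of 13494 genes with an adjusted p in the authors' deposited table, 4336 were higher and 3933 lower with LPS. The highest in the authors' deposited table were Pdcd1 (11.80), Pydc4 (10.90), Ifnb1, the interferon-β gene (10.32), Nr4a3 (10.30), Csf2 (10.25), Unc80 (10.24), Dll1 (10.20) and Slfn1 (10.20), and the lowest Cd28 (−7.55), Hpgd (−7.16), Thbd (−7.08), Cxcr4 (−6.76), Ranbp3l (−6.74), Esco2 (−6.62), Fbxo5 (−6.37) and Depdc1b (−6.36). Fold changes of genes absent from untreated cells are fitted values and no bounds. Il12b (8.86), Il10 (8.21) and Cyp27a1 (0.62) were also called in the authors' deposited table, though Il12b and Il10 stood at 0.676% and 0.995% of their level in LPS-treated marrow macrophages, where the median share of 63 genes absent from untreated RAW cells, collagen genes among them, was 0.181%.

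By the authors' deposited table, the inflammatory lists rose nearly in full. LPS raised 22 of 22 interferon response genes, such as Rsad2 at 9.90 (cameraPR adjusted p = 4.12e-85), and 18 of 18 NF-κB feedback genes, such as Traf1 at 5.69 (1.64e-39), in the authors' deposited table. Also raised were 15 of 15 chemokine genes, such as Cxcl11 at 9.94 (3.71e-46), and 15 of 16 cytokine genes, such as Csf3 at 9.99 (6.23e-47), in the authors' deposited table. Further lists called higher in the authors' deposited table were signal feedback (13 rose and 1 fell of 18, with Socs3 at 6.92; 1.05e-07) and immediate-early (17 and 2 of 25, with Maff at 4.29; 7.93e-05). So were TLR4 pathway genes (13 and 3 of 17, with Myd88 at 2.39; 0.0239) and CREB targets (7 and 1 of 13, with Areg at 6.30; 0.0288), but neither passed with fgsea (adjusted p = 0.0823 for both) or with a preset correlation of 0.05. Of 20 cell cycle genes, 19 fell in the authors' deposited table (5.20e-14). The remaining lists of the authors' deposited table did not pass. They were cholesterol synthesis (4 rose and 11 fell of 23, with Dhcr7 at −3.14; 0.196), LXR targets (6 and 1 of 12, with Mylip at 2.52; 0.224), anti-inflammatory (5 and 1 of 9, with Il1rn at 5.68; 0.0871) and JmjC genes (12 and 8 of 25, with Jarid2 at 2.54; 0.52). The energy lists were ATP synthase (0 and 7 of 16, with Atp5j2 at −0.94; 0.328), respiratory chain (3 and 10 of 26, with Ndufa4 at −0.59; 0.374) and glycolysis and HIF-1 (7 and 7 of 20, with Pdk1 at −3.07; 0.624) by the authors' deposited table. The stress lists were ER stress (8 and 5 of 14, with Hspa5 at 1.53; 0.853), heat shock (3 and 4 of 9, with Hspa1a at 2.25; 0.692) and NRF2 targets (3 and 4 of 10, with Gclc at −2.70; 0.861) in the authors' deposited table. The cell type lists were macrophage identity (8 and 4 of 15, with Fcgr1 at 3.82; 0.778) and markers of other cell types (3 and 0 of 9, with Kdr at 5.90; 0.6). Adjusted over the list alone the counts in the authors' deposited table were the same, except 12 and 9 for JmjC genes and 2 and 0 for other cell types. For JmjC and heat-shock genes the median was below 0 and the mean above.

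The study set the size of the MCD effect against that of LPS. By the authors' deposited tables, the linear change with MCD (fold minus 1) was 4.57% of the change with LPS for Tnf, 1.80% for Il1b and 7.89% for Kdm6b, and on the log2 scale 43.4%, 41.9% and 27.7%. The LPS libraries of the MCD comparison would give other shares: with ctl, MCD and LPS, Il1b was at 0.308, 5.31 and 5.06 CPM, Tnf at 73.6, 724 and 1174 and Kdm6b at 47.4, 101 and 168, set across tables normalized separately. For the immediate-early genes Egr1 and Arc the linear share by the authors' deposited tables was 69.1% and 123%. Over the 8 genes with the highest MCD effect the median share was 50.5% on the log2 scale and 12.0% on the linear scale by the authors' deposited tables. Choosing genes by a high MCD effect itself favors a high share. Over the 193 genes called higher in both tables the median share was 22.9% and 8.82%. Across 10295 genes, the deposited log2 fold changes with MCD and LPS had a Pearson r of 0.279 and a Spearman rho of 0.173 (across genes, which are not independent replicates). The LPS libraries and controls behind these shares are not those of the MCD comparison, so no library is shared.

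**Figure D4:**
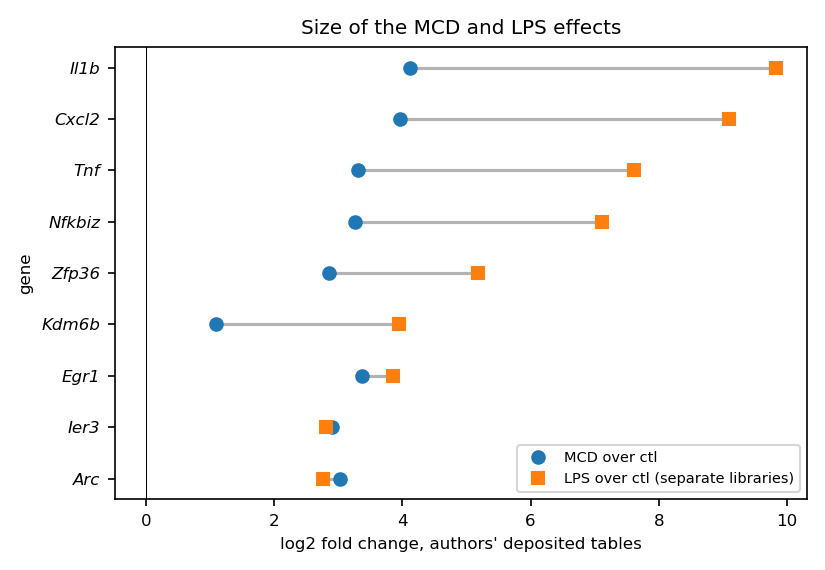
Log2 fold change (x axis) of 9 genes called in both tables and at least 2-fold higher with MCD, for MCD (circles) and for LPS in the separate libraries (squares), from the authors' deposited tables. Il1b lies at 4.12 with MCD and 9.82 with LPS, and Arc at 3.02 and 2.76.

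Genes that MCD raised at rest were enriched for genes that LPS raised at least 2-fold in the authors' deposited table. Of the 127 genes, 87 (68.5%) were among these, against 21.1 expected (Fisher's exact test, odds ratio 11.4, adjusted p = 3.89e-38), and 6 were among genes that LPS lowered at least 2-fold, against 21.6 expected (adjusted p = 0.000111). Of the 4 genes lower with MCD, 1 was raised and 2 were lowered by LPS (adjusted p = 0.516 and 0.182). Under LPS, genes higher with MCD-LPS included 303 LPS-raised genes against 262 expected (adjusted p = 0.00726) and 245 LPS-lowered genes against 257 expected (adjusted p = 0.48). Genes lower with MCD-LPS included 285 LPS-raised genes against 262 expected (adjusted p = 0.163) and 400 LPS-lowered genes against 257 expected (adjusted p = 7.67e-23).

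The separate LPS-treated RAW libraries also held low levels of genes that are abundant in the marrow macrophages of the authors' deposited tables and were absent from untreated RAW cells, such as Col1a2 (2.26 against 1576 CPM) and C1qb (6.27 against 1445). This stands beside the LPS values of low genes above.

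**Figure D5:**
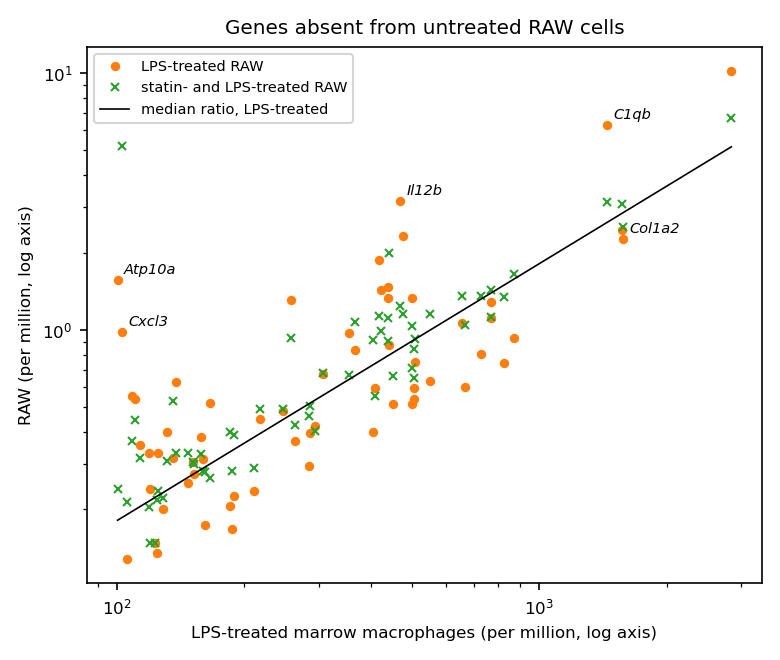
Level in CPM (log axes) of 63 genes absent from untreated RAW cells, in LPS-treated marrow macrophages (x axis) and in RAW cells with LPS (circles) or with statin and LPS (crosses), worked out from the authors' deposited tables; the line is the median ratio of 0.181%. With LPS, 95.2% of the genes lie within 3-fold of this line.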

Values the study reported

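The study treated cells with 5 mM MCD for 1 hr and cited a reduction of cellular cholesterol by about 30% for statins, with a similar reduction for MCD. The study listed the top 40 genes upregulated by MCD, with a log2 fold change above 1. The change of Il1b and Tnf by statin or MCD was reported as less than 1% of that stimulated by LPS.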

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

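The tests of explanations and the list tests of the difference were chosen after the results they bear on were seen, except the test of whether LPS had already raised the genes that MCD raises; the test of the difference per gene was planned.

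Many early-response and cytokine genes were higher with MCD at rest and not with MCD under LPS, with exceptions such as Myc (1.33 and 1.20), Zc3h12a (1.52 and 0.60) and Ccl3 (1.02 and 0.50), which were called higher in both. Without LPS replicate 2, the median difference of the MCD effect over the 38 members of 4 such lists that rose at rest was −1.81. Its 95% interval was −2.40 to −1.16, and the median with all libraries was −2.18. The intervals of this paragraph resample genes, not libraries, so they do not measure the spread between samples. Choosing members by their rise favors a value below 0, and the lists overlap with genes the study listed as MCD-induced. The lower effect over these members thus remained without that library, but their choice limits what this shows of the cause. With all libraries the whole immediate-early list also tested lower (camera adjusted p = 8.35e-12, and 0.468 with an estimated correlation). Without LPS replicate 2, the MCD effect under LPS was −0.16 for Tnf, −0.72 for Egr1, 0.43 for Kdm6b and 0.80 for Il1b. For Kdm6b and Il1b the lack of a rise under LPS was therefore not settled. Among the 127 genes higher with MCD at rest, 87 were raised at least 2-fold by LPS in the separate libraries. Their median MCD effect under LPS exceeded that of the others by 0.10 (interval −0.14 to 0.38, permutation p = 0.355). The separate libraries held many LPS-induced genes at far higher levels than the LPS libraries compared here. This split therefore cannot decide whether LPS had already raised the genes that MCD raises. The 40 genes that LPS does not raise 2-fold had a median MCD effect under LPS of −0.24 (interval −0.47 to −0.04). An early response that declined over a longer time after MCD cannot be told apart from an action of LPS or from a difference of culture or run, since the time and the tables are tied to the treatment.

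The LPS libraries, set beside ctl across tables normalized separately, held far less of many LPS-induced genes than the separate LPS-treated libraries of the authors' deposited table, for example Ifnb1 at 0.186 against 149 and Nos2 at 135 against 688 CPM. Of 596 genes raised at least 8-fold in the authors' deposited table, 45.8% were at least 2-fold higher in LPS than in ctl libraries and 3.36% at least 2-fold lower. Their median log2 change was 0.86, against 4.85 in the authors' deposited table. Choosing genes by a large rise can leave little room for a fall, and no share over other genes was worked out. The split therefore goes with exposure to LPS but cannot exclude LPS libraries that had received no LPS. Of 6542 genes that LPS moved under 2-fold in the authors' deposited table, 37 differed at least 8-fold between LPS and ctl libraries, such as Sema5a at 148 against 8.87 CPM, compared with 6 of 6457 genes between the untreated sets. That count goes with another culture or run of the line for the LPS and MCD-LPS libraries, and leaves MCD-LPS against LPS within 1 table. The deposited names of the LPS and MCD-LPS libraries also carry another code than those of the ctl and MCD libraries. What the code means is not given in the sources used here, and it is fully tied to LPS. No biological explanation was tested.

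Collagen and complement genes, absent from untreated RAW cells, appeared at low levels in the separate LPS-treated RAW libraries. Of 63 such genes, 95.2% lay within 3-fold of a median ratio of 0.181% to the marrow macrophage level (5th to 95th percentile 0.0995 to 0.509; r of the log levels 0.736), by the authors' deposited tables. With statin and LPS the median ratio was 0.199%, and with statin alone 0.00268%. The near-constant ratio is consistent with carry-over of reads from the marrow macrophage libraries, while the values with statin go with a source tied to LPS. Induction of these genes by LPS cannot be told apart, since 12.7% of them (8 genes) were held by the LPS or MCD-LPS libraries at 0.1 or more of that level, across tables normalized separately.

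A test of the difference between the MCD effects with and without LPS passed for the results that follow. The MCD effect was higher under LPS for 833 genes and lower for 1153. List medians of the difference were −0.39 for NF-κB feedback (adjusted p = 0.00191, and 0.643 with an estimated correlation), −2.16 for cytokines (4.12e-06, and 0.468), −1.29 for immediate-early genes (8.35e-12, and 0.468), −0.80 for signal feedback (1.29e-06, and 0.468) and −1.12 for CREB targets (0.000339, and 0.468). They were −0.18 for JmjC genes (0.0158, and 0.468) and −0.18 for glycolysis and HIF-1 targets (6.91e-07, and 0.606). Positive medians were 0.14 for ATP synthase (0.00191, and 0.65), 0.11 for the respiratory chain (0.00134, and 0.65) and 0.17 for cell cycle genes (0.0145, and 0.774). Without LPS replicate 2 the ATP synthase and respiratory chain lists (adjusted p = 0.0612 for both) and the cell cycle list (0.51) lost their calls, as did CREB targets with fgsea (0.0525) and the JmjC and cell cycle lists with a preset correlation of 0.05 (0.089 and 0.0747).

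Early-response, cytokine and feedback genes with a lower MCD effect under LPS were Egr1 (−4.63), Arc (−4.59), Cxcl2 (−4.26), Tnf (−4.07), Ier3 (−4.05), Zfp36 (−3.85), Lif (−3.64), Il1b (−3.48), Nfkbiz (−3.41) and Tnfaip3 (−3.30). Further such genes were Ppp1r15a (−3.25), Dusp1 (−3.12), Fos (−2.99), Egr2 (−2.78), Dusp2 (−2.69), Klf2 (−2.42), Nr4a1 (−2.21), Osm (−2.16), Dusp5 (−2.11), Nfkbia (−1.87), Fosb (−1.54), Nfkbid (−1.52), Pde4b (−1.37), Cxcl10 (−1.34), Il10ra (−1.24), Dusp10 (−1.04), Zc3h12a (−0.92) and Per1 (−0.36). Chromatin, signalling and metabolic genes with a lower effect were Bcar1 (−2.22), Frs3 (−2.18), Vegfa (−1.68), Efna1 (−1.61), Pwwp2b (−1.60), Rara (−1.52), Hk2 (−1.26), Kdm5b (−1.25), Ticam2 (−1.17), Pfkfb3 (−0.97), Kdm6b (−0.96), Kdm7a (−0.71), Stat2 (−0.47), Slc2a1 (−0.47) and Bnip3 (−0.37). A higher MCD effect under LPS was found for Phtf1os (2.35), Edn1 (2.00), Mtmr7 (1.84), Zfp558 (1.64), Rgs2 (1.19), Bcl6b (1.00), Slc7a11 (0.70), Dusp16 (0.69), Ccl9 (0.61), Lhfpl2 (0.60), Rel (0.46), Sc5d (0.46), Ly96 (0.44), Tyms (0.43), Ccnb1 (0.36) and Txnrd1 (0.28).

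Signals were also found in tables that the comparisons above did not use. By the authors' deposited tables, 6417 genes differed between statin-treated RAW cells with and without LPS, with Kdm6b at 1.86, and 4075 genes between LPS-treated marrow macrophages with and without acetylated LDL, with Kdm6b at −0.85.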

How the results depend on the processing

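The tests chosen after the data were seen were those with the authors' deposited MCD tables, without each library for the difference, with the replicate block for the difference, with an estimated correlation or without LPS replicate 2 for lists, every alternative for the lists' difference, and over genes called in both tables for size. The other alternatives were planned. No result that was called in the main run or in an alternative changed direction. Results without a call could change sign, such as Kdm6b in MCD-LPS against LPS (0.13, and −0.17 without LPS replicate 1). Of 3153 tests of named genes across these alternatives, 2734 kept their side of the threshold, 414 lost significance and 5 gained it.

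For MCD against ctl (127 higher and 4 lower), an adjusted p of 0.01 left 61 and 0, a log2 fold change of at least 1 left 50 and 0, and a fold of at least 1.5 left 74 and 1 (Mylip). No filter on low values left 62 and 0, where more genes were tested. Only the 4 libraries compared gave 450 and 115, and the authors' deposited table gave 274 and 46, which shares 120 of the 131 called genes. Leaving out each library gave 27 to 279 higher (without ctl replicate 2, and without LPS replicate 1) and 0 to 29 lower, where a lone library is assumed to vary like the other groups. Kdm6b lost its call without a filter (adjusted p = 0.0627).

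For MCD-LPS against LPS (1546 and 1550), an adjusted p of 0.01 left 706 and 788, a log2 fold change of at least 1 left 37 and 81, and a fold of at least 1.5 left 158 and 303. Only the 4 libraries compared gave 819 and 972, and the authors' deposited table gave 817 and 840 (sharing 1643). Leaving out each library gave 889 to 1793 higher (without MCD-LPS replicate 2, and without LPS replicate 2) and 921 to 1600 lower. Egr1 was not called in the authors' deposited table (adjusted p = 0.096). For LPS against ctl in the authors' deposited table, 2343 and 2014 remained at a log2 fold change of at least 1. For the difference (833 and 1153), an adjusted p of 0.01 left 206 and 482, a z of the difference of the authors' deposited values gave 503 and 728 (sharing 1183), and leaving out each library gave 240 to 1302 and 552 to 1369. The cause of these changes was not tested, except that stricter thresholds lower the counts by construction. Leaving out libraries moved the counts both ways. It also changes the estimate of the spread that all libraries share, and the groups differed in spread. The SD of the log2 ratio of the 2 replicates was 0.0961 for ctl and 0.0948 for MCD, but 0.179 for LPS and 0.124 for MCD-LPS.

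A replicate block gave 146 and 3, 1534 and 1521, and 795 and 1117 genes for the comparisons with values per library, and residuals of equal replicate number correlated at −0.0926 to 0.0525, so the numbers pair no libraries.

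With an estimated correlation, 0 lists were called higher and 0 lower in each of these comparisons (9 and 2 for MCD, 2 and 2 for MCD-LPS, 3 and 7 for the difference with the preset). With log2 fold change as the statistic, 0 lists were lower for MCD, 4 were higher for MCD-LPS and 0 were higher for the difference; of 81 list results 9 lost and 6 gained significance. With a preset correlation of 0.05, 1 was lower for MCD-LPS, and 6 of 81 list results lost significance. Without LPS replicate 2, the lists called higher and lower were 9 and 2, 3 and 1, and 0 and 7. With fgsea, 76 of 81 list results kept their side of the threshold, 3 lost significance and 2 gained it, and with a background mean of at least 100, 80 of 80 kept it.

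Over the 8 genes with the highest MCD effect, the median share of the LPS effect was 50.5% on the log2 scale and 12.0% (11.98) on the linear scale. On the log2 scale it was 22.9% over genes called higher in both of the authors' deposited tables. With MCD calls from the authors' deposited tables, genes lower with MCD-LPS and raised by LPS numbered 168 against 143 expected (adjusted p = 0.027; 285 and 0.163 with limma), and genes higher with MCD-LPS and lowered by LPS 119 against 141 expected (adjusted p = 0.0458; 245 and 0.48 with limma), so both gained significance.

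Count models of another package (TMM, or its size factors) were planned as an alternative where whole reads can be recovered, but were not run. The authors' deposited DESeq2 values are the only comparison here that rests on counts. For LPS against ctl, the pseudocounts, the replicate block, leaving out each library and the fit of only 4 libraries were not run either, since no values per library were used there. Depth limits what a count of 0 shows to 0.0619 to 0.0776 CPM.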

Other observations

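No test was planned for the values of this part; the tables it uses were read after the data were seen. All values here are from the authors' deposited tables unless stated.

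The deposited fold changes of the marrow table are control over acetylated LDL, as its library columns show, and their sign was turned here. In LPS-treated marrow macrophages, acetylated LDL, which loads cells with cholesterol, lowered 20 of 23 cholesterol synthesis genes and raised 0 in the authors' deposited table (cameraPR adjusted p = 2.00e-79), including Sqle (−3.59) and Hmgcs1 (−1.71). LXR targets rose in 8 of 12 cases and fell in 4 (1.07e-17), with the cholesterol efflux genes Abcg1 at 3.42 and Abca1 at 1.54 in the authors' deposited table. Immediate-early genes fell in 15 of 24 cases and rose in 3 (0.000694), signal feedback genes fell in 11 of 18 and rose in 2 (0.00124), and cytokine genes fell in 7 of 16 and rose in 2 (0.000118), while chemokine genes rose in 8 of 15 and fell in 4 (0.0036). Kdm6b was lower (−0.85, SE 0.10, adjusted p = 3.02e-16) in the authors' deposited table. Respiratory chain genes rose in 23 of 26 cases (5.48e-06), ATP synthase genes in 12 of 16 (0.000282), cell cycle genes in 12 of 20 (2.09e-06) and interferon response genes in 15 of 22 (2.58e-06), with 0 falls each. Of 11 markers of other cell types, 5 fell and 1 rose (4.89e-06), with the stromal genes Dcn at −1.26 and Col1a2 at −1.05 in the authors' deposited table. Macrophage identity genes rose in 8 of 15 cases and fell in 2 (0.0036). A different mix of cells in these libraries was not tested. For the genes of this paragraph it cannot be told apart from an action of acetylated LDL on macrophages.

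In statin-treated RAW cells, LPS raised 3446 and lowered 2971 genes in the authors' deposited table, with 22 of 22 interferon response genes higher and 21 of 23 cholesterol synthesis genes lower (3.55e-07). Of 11344 genes, the log2 LPS effect was called lower with statin for 2917 and higher for 2664, by a z of the difference of the authors' deposited values. Among the 2070 genes chosen because LPS raised them at least 2-fold without statin, it was lower for 1743 and higher for 15 (median difference −1.34), a split that this choice itself favors. Kdm6b had a difference of −2.08 (adjusted p = 6.06e-29), while its level was higher with statin both without LPS (78.3 against 14.1 CPM) and with LPS (218 against 123 CPM), worked out from the authors' deposited tables, which were normalized separately. Tnf (difference −2.95) was likewise at 414 against 61.4 CPM without LPS and 8040 against 6856 CPM with LPS, whereas Il6 (−5.02) was at 0.537 against 0.683 and 11.3 against 346 CPM, by the authors' deposited tables.

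By the authors' deposited tables the linear change of Tnf with MCD was 4.57% of that with LPS and of Il1b 1.80%, more than 1.5 times higher than the value quoted from the study above, which rests on another assay (RT-qPCR). The share depends on which LPS libraries are used, since in the 8 samples Il1b was at 5.31 CPM with MCD and 5.06 with LPS, and Tnf at 724 and 1174.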
